# Unraveling mitochondrial piRNAs in mouse embryonic gonadal cells

**DOI:** 10.1038/s41598-022-14414-4

**Published:** 2022-06-24

**Authors:** Odei Barreñada, Eduardo Larriba, Daniel Fernández-Pérez, Miguel Ángel Brieño-Enríquez, Jesús del Mazo Martínez

**Keywords:** Cell biology, Developmental biology

## Abstract

Although mitochondria are widely studied organelles, the recent interest in the role of mitochondrial small noncoding RNAs (sncRNAs), miRNAs, and more recently, piRNAs, is providing new functional perspectives in germ cell development and differentiation. piRNAs (PIWI-interacting RNAs) are single-stranded sncRNAs of mostly about 20–35 nucleotides, generated from the processing of pre-piRNAs. We leverage next-generation sequencing data obtained from mouse primordial germ cells and somatic cells purified from early-differentiating embryonic ovaries and testis from 11.5 to 13.5 days postcoitum. Using bioinformatic tools, we elucidate (i) the origins of piRNAs as transcribed from mitochondrial DNA fragments inserted in the nucleus or from the mitochondrial genome; (ii) their levels of expression; and (iii) their potential roles, as well as their association with genomic regions encoding other sncRNAs (such as tRNAs and rRNAs) and the mitochondrial regulatory region (D-loop). Finally, our results suggest how nucleo-mitochondrial communication, both anterograde and retrograde signaling, may be mediated by mitochondria-associated piRNAs.

## Introduction

Mitochondria are the cellular “powerhouse” for ATP production. Theses organelles are crucial in the control of the energetic metabolic processes of the cell by different pathways^1^. In mammals, the vast majority of the hundreds of proteins involved in the structure and function of mitochondria are encoded by the nuclear genome. However, mitochondrial DNA (mtDNA) retains several key genes, including 13 key protein subunits involved in the electron transport chain complex, 2 rRNA subunits, 22 tRNAs, and the D-loop, a noncoding regulatory region involved in the control of replication and transcription of the mtDNA^2,3^.

Primordial germ cells (PGCs) are the precursors of the male and female gametes, which in mammals, after migration from the extraembryonic mesoderm to the gonadal ridges, initiate sex differentiation in proespermatogonia or oogonia /oocytes around day 12 postcoitum (dpc) in mice^4,5^. In humans, it has been observed that female PGC mitochondria increase in number and change morphology with their settlement in the genital ridge^6,7^.

Small non-coding RNAs (sncRNAs) play a key role as fine regulators of gene expression, including that affecting mitochondrial metabolism and function. MicroRNAs (miRNAs) and PIWI-interacting RNAs (piRNAs) are some of the most abundant types of sncRNAs. Mito-miRNAs have been the most studied and evaluated for their possible roles in development and pathogenesis^8–10^. piRNAs are single-stranded sncRNAs of mostly about 20–35 nucleotides (nt) that, in metazoans, actively participate in gene-silencing mechanisms through specific RNA interference pathways, with special focus on germline transposable elements (TEs)^11,12^. However, nowadays the presence of piRNAs in multiple somatic cells and species and functional roles, in addition to those related to TE interference, is well established^13–18^, including modulation of gene expression at the transcriptional or post-transcriptional level^19^ by interactions with different RNAs, such as mRNAs, transcribed pseudogenes, or long noncoding RNAs having, in part, similar mechanisms to those of miRNAs. Some approaches based on computational algorithms to identify sequences corresponding to piRNAs and potential specific functions, such as deadenylation of mRNAs, have been recently reported^20,21^. Dysfunctions of gene regulation piRNA-mediated interactions can lead to pathological consequences, including cancer ^22–24^. Emergent reports on non-transposon functions suggest new potential roles for piRNAs^25^.

The biogenesis processes of piRNAs have been established in various animal species, with elements common to most of them, in both germ and somatic cells^26–29^. The association of piRNAs with mitochondria has been well documented^30–32^. Moreover, the presence of piRNAs within the mitochondria has been detected^33^, although their biogenesis, variability, and potential functionality is still unclear. Furthermore, linkage between mitochondria and the piRNA biogenesis pathway has been clearly established on the basis of localization of the mitochondrial membrane-associated Zuc/MitoPLD protein, capable of hydrolyzing a mitochondria-specific lipid, cardiolipin; in turn, Zuc/MitoPLD is key to the biogenesis and functional activity of piRNAs^34–37^.

In previous studies, we have identified the widespread presence of mitochondria-associated piRNAs (mito-piRNAs) in mouse germ cells, zygotes, and somatic cells^38^. In the present work, we have analyzed diverse features of mitochondrial piRNAs in a differential developmental process, evaluating both germ and somatic cells in early mouse embryonic gonads, from 11.5 to 13.5 dpc. Annotation of piRNAs has been controversial since each database uses different parameters to annotate a sequence as piRNA. To avoid this confusion, we built and use a custom database piRNA-IPdb^39^ (https://ipdb2.shinyapps.io/ipdb2/), restricting piRNA selection criteria from the piRBase^40^ to those sequences that are immunoprecipitated, in mice, with any PIWI protein. This approach avoids the possibility of degradation products that were annotated as valid piRNAs.

Using these tools after next-generation sequencing (NGS) and bioinformatic approaches, we analyzed various features of the mitochondrial piRNAs. The extensive communication of mitochondria with the rest of the cell is a key regulatory mechanism in the overall cellular activity, including the regulation of gene expression as a consequence of mitochondria-nuclear communication. The mapping of sequences identified as mito-piRNAs due to their binding to PIWI family proteins, identified piRNAs that match exclusively in the mitochondrial DNA (MT) or in the nuclear regions related to the mitochondrial genome (NUMTs). The analysis of potential piRNA precursors enabled us to predict prospective nucleo-mitochondrial communication in gonadal cells during these early stages of development. Likewise, the sequence associations between identified mito-piRNAs with different genomic elements, such as mitochondrial D-loop, miRNAs, or other sncRNAs and tRNA fragments^41–43^, were assessed to illustrate the potential biogenesis pathways and interactions between piRNAs and diverse sncRNAs and their complex regulation associated with mitochondria. That is, we sought to discover the possible origin and functional roles of some mito-piRNAs.

## Results

### Global characterization of sncRNA sequences

In order to have a global view of the expression of both piRNAs and miRNAs, as well as their mapping on the mitochondrial genome (MT) or on both mitochondrial and nuclear genomes (NUMT), we have classified all reads following the stated criteria of mapping (see “Methods” section) and quantifying the number of sequences identified and the number of reads in each of the samples studied.

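Gonads of CD1 mouse embryos were separated by the authors into PGCs and SCs with magnetic beads carrying an antibody against CD15, a surface antigen of PGCs. Embryos of each sex were collected at 11.5, 12.5 and 13.5 dpc, and the gonads of several litters were pooled before RNA was extracted. Each of the 12 samples (2 cell types, 2 sexes and 3 days) was sequenced as a single small-RNA library, so no condition has a replicate library. The authors trimmed the reads, collapsed identical reads and discarded sequences under 10 CPM, and they deposited the raw read counts of the sequences that matched both the mtDNA and the piRNA-IPdb with up to 1 mismatch. A sequence under 10 CPM in a sample is therefore missing from that sample's counts, and the lowest count listed was between 66 reads in SC13M and 109 reads in PGC11F. The total small-RNA reads per sample in Table 1 are those left after sequences under 10 CPM were discarded, and they ranged from 4405948 to 6888195. The mito-piRNA reads deposited for a sample ranged from 16061 in PGC12F to 59545 in SC13M. Abundance was expressed as reads per 1000000 total reads of Table 1 (rpm). Cell types and sexes were compared as 6 samples against 6 and days as 4 samples each, with the other factors mixed within each group, so the SD given with a mean (n = 6 or n = 4 samples) includes the differences due to those factors. Single values were compared with two-sided exact permutation tests over all splits of the samples, with Benjamini-Hochberg adjustment over the 9 comparisons made. Each sequence was placed on the mtDNA of the GRCm39 assembly (16299 bp, GENCODE annotation) and searched in the nuclear chromosomes of the same assembly, with up to 1 mismatch.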

Reads of small RNAs from the different samples analyzed: primordial germ cells (PGCs) or somatic cells (SCs) for each developmental day and sex are shown in Table 1. This data, shows the relatively low proportion of all small RNAs matched with mitochondrial sequences (0.7% of reads from all sequences analyzed). 

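The 12 samples together held 403352 mito-piRNA reads, which were 0.610% of the small-RNA reads in Table 1. Per sample, the share ranged from 0.271% in PGC12F (95% Wilson interval 0.267% to 0.275%) to 1.31% in SC13M (1.302% to 1.323%). These intervals cover counting error only. These reads belonged to 204 unique sequences of 16 to 35 nt, and each of the 204 sequences had one best place on the mtDNA. Of these, 159 matched the mtDNA exactly and 45 matched it with 1 mismatch, the latter with 5.60% of the reads. Between 41 and 103 sequences were listed per sample, 81 sequences were listed in a single sample, and 17 sequences were listed in all 12 samples and held 40.7% of the reads.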

But this low percentage equates to an overwhelming enrichment in the production of piRNAs per Kb of this relatively tiny mtDNA (Supplementary Fig. 1).

**Table 1:** Summary of unique the sequences (Seq) and reads (Reads) of sncRNAs mapping to genetic mitochondrial features, matching with miRNA and piRNA databases, differentiating those that map exclusively to the nuclear genome (NU), exclusively to the mitochondrial genome (MT), or to both genomes (NUMT). Note that (*) indicates other sncRNAs that, mapping to mitochondrial sequences, do not only correspond to miRNAs or piRNAs.

Samples	Total reads (> 10 CPM)		Mitochondrial Small-RNAs		miRNAs						piRNAs					
					NU		Mitochondrial				NU		Mitochondrial			
							NUMTs		MT				NUMTs		MT	
	Seq	Reads	Seq	Reads	Seq	Reads	Seq	Reads	Seq	Reads	Seq	Reads	Seq	Reads	Seq	Reads
PGC11F	8500	6,888,195	68	35,377	1514	1,838,954	1	730	0	0	5423	4,182,089	43	27,777	12	4479
PGC11M	8727	4,862,017	129	45,192	876	591,746	2	316	0	0	5356	2,782,782	76	30,371	20	7917
PGC12F	9297	5,926,773	52	18,489	454	262,577	0	0	0	0	5614	3,174,696	29	12,202	12	3859
PGC12M	9270	5,178,085	77	29,524	506	294,223	1	147	0	0	5538	2,760,811	45	22,131	14	4054
PGC13F	8901	5,058,940	100	42,942	892	627,937	0	0	0	0	5665	2,929,960	51	27,600	20	8828
PGC13M	8077	5,316,411	135	46,442	680	518,919	1	191	0	0	4769	2,936,741	74	27,668	23	10,728
SC11F	7124	5,700,359	79	32,770	2374	2,867,435	1	569	0	0	4830	4,039,697	48	24,720	13	3911
SC11M	8137	4,405,948	99	29,865	1246	892,796	1	267	0	0	5251	2,719,611	54	18,142	18	7246
SC12F	8033	5,928,611	56	21,317	2064	2,554,390	1	435	0	0	5101	3,717,637	35	16,990	8	1760
SC12M	8051	5,619,407	81	32,213	1922	2,233,411	1	499	0	0	5200	3,529,894	42	22,920	17	5229
SC13F	8093	6,712,405	138	64,297	2055	2,907,810	1	766	0	0	5246	4,456,638	79	46,651	23	8624
SC13M	7344	4,535,372	144	68,467	2117	1,722,383	1	438	0	0	4561	2,838,307	83	49,195	20	10,350
Average	8296	5,511,044	97	38,908	1392	1,442,715	1	363	0	0	5213	3,339,072	55	27,197	17	6415
Prop. of total reads:		100%		0.71%												
Proportion related to mito-small-RNAs				100%	*			0.9%		0.0%				69.9%		16.5%

To dissect the mitochondrial sncRNAs, we separated and analyzed miRNAs and piRNAs. We observed that only 0.9% of the reads corresponded to miRNAs, none of which are exclusively associated with the mitochondrial genome. Moreover, a very small number of sequences have been identified within the group of miRNAs mapping as NUMTs (Table 1). However, from the total mito-sncRNAs 86.4% of reads corresponded to piRNAs. It is noteworthy that 16.5% of the piRNA reads corresponded to sequences that matched exclusively to the mitochondrial genome. 

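Summed over the deposited counts, mito-piRNA reads were 86.39% of the mitochondrial small-RNA reads that Table 1 lists for the 12 samples. Per sample the share ranged from 82.7% to 91.2%, with an SD of 2.21 over the 12 samples. In 12 of 12 samples the sum of the deposited counts equalled the NUMT and MT piRNA reads of Table 1 added together.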

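A sequence was counted as MT when it matched the mtDNA and had no match in the nuclear chromosomes with up to 1 mismatch. By this search, 74 of the 204 sequences were MT and 130 were NUMT. MT sequences held 25.95% ± 6.83 (SD, n = 12 samples) of the mito-piRNA reads, between 16.5% in SC12F (95% Wilson interval 16.0% to 17.1%) and 36.6% in PGC13M (36.1% to 37.1%). The share was 28.8% ± 6.65 (SD, n = 6) in PGCs and 23.1% ± 6.23 (SD, n = 6) in SCs, a difference smaller than the SD within either cell type. Of the alternatives tried, counting only exact nuclear matches moved the share most, to 41.2%. In each deposited list the sequences that Table 1 counts as NUMT could be read from the order of the list, a setting chosen after seeing the data, which gave 42 MT and 162 NUMT sequences. Over the mitochondrial small-RNA reads of Table 1, a denominator also added after seeing the data, the share by the search was 22.4%. By the order of the list, MT sequences held 16.49% of the mitochondrial small-RNA reads and 19.1% of the mito-piRNA reads of the 12 samples together. That class was cut at the NUMT counts of Table 1, so these shares restate Table 1 and are no separate check.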

The remaining sequences were not identified as corresponding to either of these two groups: miRNAs or piRNAs (Table 1).

While, considering all identified sequences, the proportion of reads corresponding with miRNAs are higher in SCs than in PGCs, and the opposite is true for piRNAs. Taking into account only those associated with mitochondria, no significant differences were detected among the 12 samples analyzed, neither by cell type nor by developmental day nor by sex. This suggests that the mito-sncRNA specific expression pattern is common to all mouse embryonic gonadal cells in these early stages. 

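For the mito-piRNAs, 5791 ± 1982 rpm (SD, n = 6) were counted in PGCs and 6720 ± 3543 rpm (SD, n = 6) in SCs, a log2 difference of 0.15 (exact permutation test, p = 0.719, adjusted p = 0.790). SCs were higher in 4 of the 6 pairs of the same sex and day. Female samples had 5169 ± 2184 rpm (SD, n = 6) and male samples 7342 ± 3064 rpm (SD, n = 6), a log2 difference of 0.53 (exact permutation test, p = 0.136, adjusted p = 0.246), with the male sample higher in 6 of 6 pairs of the same cell type and day. By day, the mean was 5836 ± 1432 rpm at 11.5 dpc, 3985 ± 1225 rpm at 12.5 dpc and 8947 ± 2830 rpm at 13.5 dpc (SD, n = 4 each). The days differed by more than the spread within them (exact permutation test of the F statistic, p = 0.00381, adjusted p = 0.0172), and the lowest sample of 13.5 dpc (7201 rpm) was above the highest of 12.5 dpc (5057 rpm). With permutation within the pairs of the same cell type and day, the exact p between the sexes was 0.0312, the smallest that 6 pairs allow. Dividing by the mitochondrial small-RNA reads of Table 1 moved these comparisons most, with an exact permutation p of 0.234 between the days, but mito-piRNAs are most of those reads, so that ratio is nearly fixed and cannot show a change shared by mitochondrial small RNAs. The paper states that mitochondrial sncRNAs showed no significant differences by cell type, day or sex, and from this it proposes that their expression pattern is common to the embryonic gonadal cells of these stages. That statement follows one on the proportions of miRNA and piRNA reads and names no measure. It may thus concern shares of mitochondrial reads and not rpm.

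**Figure D1:**
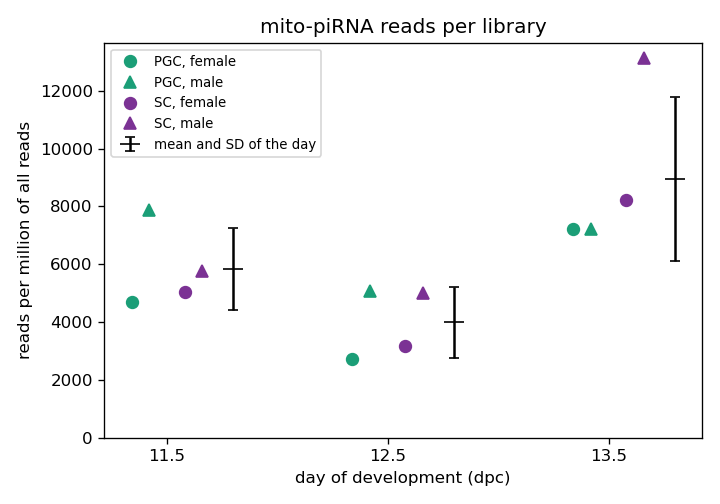
Abundance of mito-piRNAs in rpm (y axis) in each of the 12 samples, by day of development in dpc (x axis). Each point is 1 sample, with color for the cell type and shape for the sex, and the black marks give the mean and SD of the 4 samples of a day; the samples of 12.5 dpc lie at or below 5057 rpm and those of 13.5 dpc at or above 7201 rpm.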

Interestingly, in the sequence classification analysis, we have detected a group of sncRNAs that can be dually classified as both piRNAs and miRNAs; these will be considered in a later section.

Considering the canonical characteristics of piRNAs, we also analyzed the sequences of the mito-piRNAs. In this context, a classic established hallmark for piRNAs is the bias of the presence of uridine at the 5' position of piRNAs (1U), clearly detected in the overall analysis of the piRNA database used in the present study as reference for piRNA consideration (piRNA-IPdb)^39^. However, neither the sequences nor reads of the specific mito-piRNAs that we have identified in gonadal cells showed such a hallmark, so that, rather than the classical uridine at the 5′ 1 position (1U), adenine (1A) was found by sequences or by reads (Fig. 1).

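Among the sequences of a sample, 65.6% ± 4.77 started with A, 20.2% ± 6.54 with G, 11.5% ± 3.51 with U and 2.74% ± 1.41 with C (SD, n = 12 samples). Weighted by reads, 78.9% ± 5.26 started with A, 15.1% ± 6.41 with G, 5.07% ± 2.10 with U and 0.958% ± 0.563 with C (SD, n = 12). The share of A was between 55.9% and 73.2% of sequences and between 72.3% and 88.5% of reads in every sample. A few 5' ends carried much of this: 37.9% of all reads started at position 11613 of the mtDNA, the first base of tRNA-SerGCT, and 28.6% at position 1094, the first base of the 16S rRNA, which both begin with A. The setting that moved the share of sequences most was counting each 5' end once, which gave 48.8% A.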

**Figure 1:**
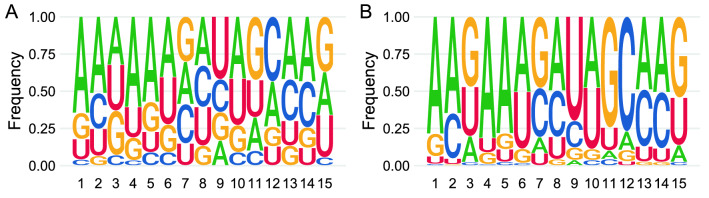
Sequence logo showing different bias signatures that were detected in mitochondrial piRNAs in our samples. (**A**) Counting all unique sequences. (**B**) Counting all reads.

### Localization of piRNAs mapping sequences in the genome

For mapping the detected mito-piRNA sequences in the genome, we have analyzed those that have been classified as MT, matching only to the mitochondrial genome, and those that also match mitochondrial sequences in the nuclear genome (NUMT). 

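NUMT and MT sequences were told apart by a search of the GRCm39 nuclear chromosomes that reported every match with 0 or 1 mismatch. The number of matches found was the same for 204 of 204 sequences in a second search with other seeds. How often a sequence finds a nuclear match depends on its length. Windows drawn at random from the mtDNA had such a match in 96.6% of cases at 16 to 19 nt, 70.9% at 20 to 23 nt and 54.4% at 24 to 35 nt. The class given to each sequence here was the same as by the order of the deposited lists for 166 of the 204 sequences. Of the rest, 35 sequences with 28400 reads (7.04% of the reads) were NUMT by that order without a nuclear match in the search, and 3 were the other way round.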

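Each sequence was assigned to the mitochondrial gene that holds most of its match. By number of sequences per sample, rRNA genes held 51.1% ± 13.0, tRNA genes 36.7% ± 9.22, the D-loop 10.9% ± 6.18 and protein-coding genes 1.22% ± 1.32 (SD, n = 12 samples). Weighted by reads, tRNA genes held 46.8% ± 14.6, rRNA genes 46.2% ± 17.6, the D-loop 6.65% ± 4.77 and protein-coding genes 0.333% ± 0.396 (SD, n = 12). The tRNA and rRNA genes together held 87.8% ± 5.42 of the sequences and 93.0% ± 4.55 of the reads. Over all samples, 116 unique sequences lay in rRNA genes, 68 in tRNA genes, 13 in the D-loop and 7 in protein-coding genes.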

The majority of mito-piRNAs correspond to those regions encoding for tRNAs and rRNAs, both in number of sequences (Fig. 2A) and in the level of expression by number of reads (Fig. 2B). As shown in Fig. 2C, there are other regions of the mitochondrial genome where most of the piRNA reads correspond to sequences that match regions integrated into the D-loop region. 

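In the D-loop (positions 15423 to 16299 of the mtDNA), 13 sequences with 25481 reads were found, 6.32% of all mito-piRNA reads. All 13 start at position 16188 on the reverse strand, and reads from them were counted in 12 of 12 samples. Among the features outside the tRNA and rRNA genes the D-loop held the most reads, followed by ND3 in forward orientation with 1238 reads in 6 samples. COX1, ATP8 and ND3 in reverse orientation had 106, 93 and 84 reads, each in a single sample.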

The two rRNAs and some of the mitochondrial tRNAs are encoded in the mitochondrial genome, basically tRNA-Val, tRNA-Met, tRNA-Asp and tRNA-Ser. 

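Sequences were found in 12 of the 22 tRNA genes. The 2 tRNA-Ser genes held most of the tRNA reads. tRNA-SerGCT (positions 11613 to 11671) had 35 sequences with 155498 reads, and tRNA-SerTGA (positions 6870 to 6938, reverse strand) had 10 sequences with 30435 reads, each with reads in 12 of 12 samples. tRNA-Val (positions 1025 to 1093) had 2 sequences with 262 reads, all in SC13F. No sequence was assigned to tRNA-Met (positions 3845 to 3913) or tRNA-Asp (positions 6942 to 7011). A sequence under 10 CPM would not be listed, so reads below that level were not detectable in these genes. The 16S rRNA (positions 1094 to 2675) had 88 sequences with 149154 reads and the 12S rRNA (positions 70 to 1024) had 28 sequences with 34050 reads.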

The protein-coding regions did not show significant reads matching piRNA sequences. 

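The 7 sequences in protein-coding genes had 1521 reads in total, 0.377% of the mito-piRNA reads of the 12 samples together. Of these, 4 were ND3 sequences in forward orientation, each with 1 mismatch to the mtDNA, at position 3 of the sequence, and an exact match in an annotated pseudogene on chromosome 1. Their reads were 139 in PGC11M, 285 in SC11M, 250 in PGC13F, 222 in PGC13M, 246 in SC13F and 96 in SC13M, and none was listed at 12.5 dpc. Whether the mtDNA of the CD1 mice has the mismatched base was not tested. The exact match thus does not show that the pseudogene was the source.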

Some regions of the mitochondrial genome only map piRNAs that uniquely match the mitochondrial genome (MT), such as that corresponding to tRNA-Met. It should be noted that there are broad regions where multiple piRNAs appear to be mapped, such as D-loop or 12S and 16S rRNAs. However, in these regions, specific MT piRNAs may coincide with sequences considered as NUMTs that, having the same 5' end, vary in length—what we refer as "families" of piRNAs, which are detailed below.

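Counting each strand of a gene as a feature, 19 features held sequences. By the search, 1 of them had MT sequences alone, 12 had NUMT sequences alone and 6 had both. The feature with MT sequences alone was tRNA-Gln (positions 3772 to 3842, reverse strand), with 2 sequences and 1868 reads in 10 samples. All reads of tRNA-SerTGA came from NUMT sequences. In the 16S rRNA, 83088 of the reads came from MT sequences.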

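The 88 sequences of the 16S rRNA and the 28 of the 12S rRNA were not spread evenly along the genes. In the 16S rRNA, 29 sequences with 115375 reads started at the first base, and 8 sequences with 18177 reads ended at the last base, position 2675. In the 12S rRNA, 9 sequences with 22356 reads started at the first base, position 70. Over the mtDNA as a whole, the 204 sequences had 73 distinct 5' ends.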

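At the first base of the 16S rRNA, 13 NUMT sequences of 16 to 23 nt with 53772 reads and 16 MT sequences of 24 to 35 nt with 61603 reads shared the 5' end. At the first base of tRNA-SerGCT, 28 NUMT sequences of 16 to 31 nt with 150178 reads shared it with 2 MT sequences of 32 and 33 nt with 2636 reads. The 10 sequences that start at position 6938, the first base of tRNA-SerTGA, and the 9 that start at position 70 were all NUMT, with lengths of 16 to 31 nt and 16 to 30 nt. The mtDNA from position 1094 reads ACTAATCCTAGCCCTAGCCCTAC over the length of the 23-nt sequence, which had 23687 reads in 11 samples and 2 nuclear matches with 1 mismatch, and the 34-nt sequence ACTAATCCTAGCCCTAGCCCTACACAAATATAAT had 15254 reads in 12 samples and no nuclear match.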

**Figure 2:**
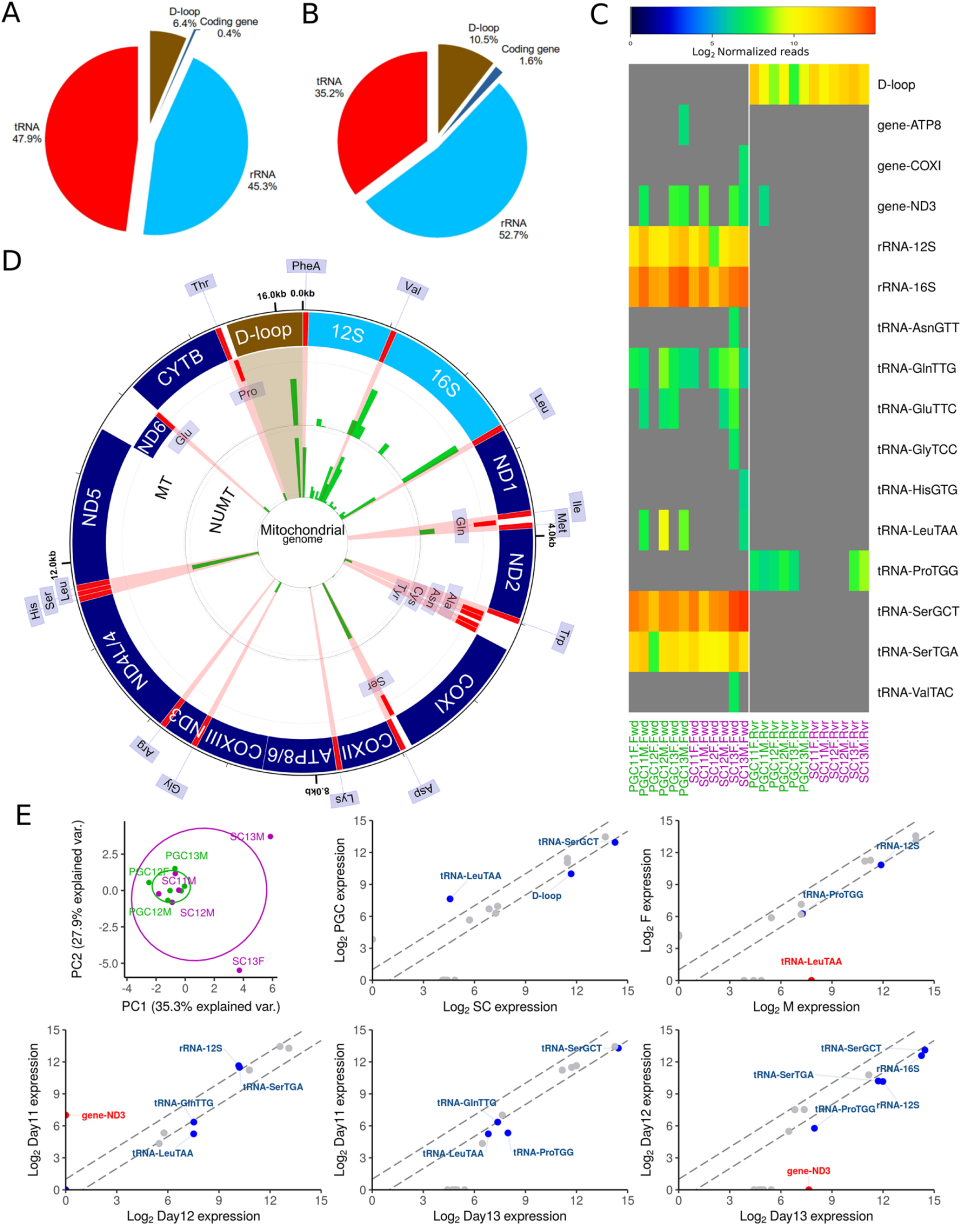
(**A**) Global feature distribution sequences of piRNAs matching regions related to the mitochondrial genome. (**B**) Global feature distribution of piRNA reads matching regions related to the mitochondrial genome. (**C**) Heatmap representing supervised hierarchical clustering overexpression of mito-piRNAs in forward (Fwd) and reverse (Rvr) orientation with respect to the mitochondrial genome in the samples analyzed. (**D**) Circular map of the level of expression of piRNAs mapping in the mitochondrial genome; MT and NUMT classified reads are plotted separately; tRNA and D-loop region are highlighted. (**E)** PCA and comparative analysis between cell types: PGCs vs SCs; sex: F *vs* M; and among the three developmental days assessed (11.5, 12.5, and 13.5 dpc). PGC: primordial germ cells. SC: somatic cells. F: females. M: males.

To evaluate the potential role of the detected mito-piRNAs associated with the mitochondrial genome, we have carried out analysis of the sequences separated by their mapping to the various features, in forward or reverse sense with respect to the coding sequence in the mitochondrial genome. 

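Orientation was taken relative to the strand of each gene, and relative to the forward strand of the mtDNA for the D-loop. All D-loop reads were in reverse orientation in each of the 12 samples. tRNA-Pro (positions 15356 to 15422, reverse strand) had 3 sequences with 1277 reads in reverse orientation, listed in 5 of 6 PGC samples (84 to 191 reads) and in 2 of 6 SC samples (246 reads in SC13F and 429 in SC13M). Their first base, position 15356, is the base that follows the last base of tRNA-Thr, position 15355, on the same strand.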

The analysis performed in the different samples is shown in a supervised heatmap, which clearly indicates that, in the D-loop region, all the piRNAs detected correspond to the reverse direction as well as, in some samples (mainly PGCs), to tRNA-ProTGG (Fig. 2D). This could suggest a potential regulatory action, by generating an R-loop^44^ at the region of the D-loop and by interference with the tRNA-Pro transcript. In contrast, the most highly expressed piRNA sequences corresponding to rRNA sequences, together with tRNA-SerCGT and tRNA-SerTGA, are always in the forward direction, suggesting that tRNA-derived fragments (tRFs) should be the sources of such piRNAs. 

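All 183204 reads assigned to rRNA genes were in forward orientation, as were all reads of tRNA-SerGCT and tRNA-SerTGA. The most abundant sequence was AAGAAAGATTGCAAGAACTGCT, 22 nt from position 11613 to 11634, with 34472 reads in 11 samples and an exact match on chromosome 2. The 26-nt and 25-nt sequences from the same first base, AAGAAAGATTGCAAGAACTGCTAATT and AAGAAAGATTGCAAGAACTGCTAAT, had 17507 and 16286 reads in 12 samples each. Reads that start at the first base or end at the last base of an annotated tRNA or rRNA gene were 85.2% of all mito-piRNA reads, against 1.37% for places drawn at random within these genes.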

The expression of tRFs is part of the regulatory mechanisms, and consequently, the generation of piRNAs from tRFs by binding to PIWI proteins could be part of such regulatory pathways. Interestingly, no significant differences by cell type, sex, or time of development were detected. This has been corroborated by PCA analysis and by differential expression among the group of samples, in which only punctual mito-piRNAs with differential expression were significantly detected, as were those matching at the ND3 gene and tRNA-LeuTAA (Fig. 2E). 

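Reads were summed per feature and strand and compared with edgeR's quasi-likelihood test, with cell type, sex and day in one additive model and the total reads of Table 1 as library sizes. The 11 features with reads in at least 3 samples were tested. None differed between SCs and PGCs at an adjusted p under 0.05, and 1 had an unadjusted p under 0.05. This was the D-loop in reverse orientation, with a log2 difference of 1.58 (standard error 0.66, adjusted p = 0.208 from edgeR). Between the sexes 1 feature passed, and between the days none, with 3 features at an unadjusted p under 0.05 in each of these comparisons. The lowest adjusted p by day was that of the 16S rRNA (0.0595 from edgeR). The alternative that moved the count between cell types most was DESeq2 with its own size factors, with which 2 features passed, the D-loop in reverse orientation (adjusted p = 0.00887) and tRNA-Pro in reverse orientation (adjusted p = 0.00144). By this test the D-loop was higher and tRNA-Pro lower in SCs. The means of tRNA-Pro went the other way, with 21.9 ± 38.5 rpm in SCs and 18.2 ± 11.7 rpm in PGCs (SD, n = 6 each). Most SC samples listed no reads of it.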

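The feature that differed between the sexes was tRNA-LeuTAA (positions 2676 to 2750; adjusted p = 0.0414 from edgeR's quasi-likelihood test), with 5 sequences. Its reads were listed in 4 of 6 male samples, with 178 in PGC11M, 915 in PGC12M, 336 in PGC13M and 87 in SC13M, and in 0 of 6 female samples. No fold is given, since reads under 10 CPM are not listed. With missing sequences set to the lowest count of the sample, the adjusted p from edgeR was 0.0725. For ND3 (positions 9459 to 9806) in forward orientation, with 0 sequences that match the mtDNA exactly, the unadjusted p of the day comparison was 0.0348 and the adjusted p from edgeR was 0.127. Per sequence, 97 sequences listed in at least 3 samples were tested in the same model, and 2 differed between SCs and PGCs. Both belong to tRNA-SerGCT. AAGAAAGATTGCAAGAACTGCC had 55.7 ± 79.0 rpm (SD, n = 6) in SCs and GAAAGATTGCAAGAACTGC had 52.0 ± 55.5 rpm (SD, n = 6), each in 5 of 6 SC samples and in 0 of 6 PGC samples (adjusted p = 0.0394 from edgeR for both). These calls depended on the setting: with the pairs of the same sex and day as blocks, with TMM normalization, or with missing sequences set to the lowest count no sequence passed, and with DESeq2 13 did. The 2 sequences end in C. In PGC13F 7.24% of the exact-match reads ended in C, against 24.8% to 39.8% in the other samples, so their absence there says little. Without PGC13F no sequence passed, as in all other fits with 1 sample left out except those without PGC11M, PGC13M or SC13M. AAGAAAGATTGCAAGAACTGCC has a mismatch to the mtDNA at its last base, and differs from the most abundant sequence, AAGAAAGATTGCAAGAACTGCT, in that base alone. Whether its listing follows the level of that sequence was not tested. No sequence passed by sex or by day, where 4 and 2 sequences had an unadjusted p under 0.05. In the PCA of the 11 features (log2 of rpm with a pseudocount of 1 rpm, centred), the first component held 43.5% of the variance and the second 18.6%. Scores on the first component did not differ between SCs and PGCs (exact permutation test, p = 0.290).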

No other groups show any clear differentiation (Supp. Figure 2).

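On the first component of the same PCA, the exact permutation p was 0.0779 between the sexes and 0.169 between the days. With permutation within pairs of the same cell type and day, added after the scores were seen, the p between the sexes on the first component was 0.0312, and the male sample had the higher score in 6 of 6 pairs. On the second component, over all splits, the p was 0.851 between the cell types, 0.537 between the sexes and 0.266 between the days.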

### From mito-piRNA families to mito-nuclear communication

From the analysis of the total sequences obtained by NGS before being screened by our piRNA-IPdb database, we were able to detect multiple sequences corresponding to sncRNAs, longer than usual for piRNAs, which however, presented sequence-5’ homology with other piRNAs that were identified ,"*bona fide,*" as piRNAs in the piRNA-IPdb database. This suggested that the long sequences might correspond to precursors of piRNAs (pre-piRNAs), transcribed from the mitochondrial or nuclear genome, not yet processed by trimming from the 3' end^45–47^, and generate shortened mature piRNAs to be bound to PIWI proteins, already detectable in the piRNA-IPdb database. The analysis of all intermediate molecules from a potential primitive piRNA or pre-piRNA^48–50^, which we have called "piRNA families," could facilitate the characterization of the genomic origin (mitochondrial or nuclear) and the potential target of the piRNAs. The rationale of this analysis is based on the fact that if, for example, the longer pre-piRNAs, not detected as being bound to PIWI, match, in full sequence, with nuclear (NU) but not mitochondrial (MT) genomic sequences, the pre-piRNAs must have been transcribed unequivocally from the nuclear genome (NU), and the processed piRNAs (derived from each of these pre-piRNAs), matching both nuclear and mitochondrial (NUMT) genomes, could have targets at the mitochondrial or nuclear levels or both (as well as the opposite, if the sequence of such pre-piRNAs only matched that of the mitochondrial genome). That is, since piRNAs may act by binding to both RNA and DNA^47,51,52^, if the origin is exclusively mitochondrial (pre-piRNA matching only on mitochondrial DNA), it is tempting to hypothesize that the processed mito-piRNAs (shorter and binding PIWI) could act as a regulatory mechanism, in a retrograde way, at the level of the nuclear genome, where the sequences of such processed piRNAs match entirely with the nuclear DNA. Similarly, if the pre-piRNAs map to the nuclear genome, the processed piRNA can now match the mitochondrial DNA in an anterograde way.

Figure 3A illustrates the basis for interpreting this nucleo-mitochondrial communication pathway in a defined region of the mitochondrial genome (D-loop) where abundant piRNAs were identified. 

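The piRNAs of this D-loop family in the deposited counts are 13 sequences of 16 to 30 nt. They share the 5' end at position 16188 on the reverse strand and extend to between position 16173 and position 16159. The reference sequence from that 5' end, read on the reverse strand, begins GAATTGATCAGGACATAGGGTTTGATAGTT, which is the 30-nt member of the family. The 20-nt member, GAATTGATCAGGACATAGGG, had the most reads, 6512 in 12 samples. The 26-nt member, GAATTGATCAGGACATAGGGTTTGAT, had 5567 reads in 11 samples. The longer pre-piRNAs of Fig. 3A are not in the piRNA-IPdb and are not among the deposited counts.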

The group of sequences considered pre-piRNAs (not detected as associated with any PIWI protein) are always exclusively mitochondrial (MT), while the short sequences have multiple mapping (mitochondrial and nuclear, NUMTs). 

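Of the 13 piRNAs of this family, 5 were NUMT by the search, with lengths of 16 to 21 nt and 14315 reads, and 8 were MT, with lengths of 21 to 30 nt and 11166 reads. The 16-nt member had 3 exact matches and 132 matches with 1 mismatch in the nuclear chromosomes, and the 20-nt member had 1 match with 1 mismatch. None of the members of 22 nt or longer had a nuclear match with up to 1 mismatch. By the order of the deposited lists, the members of 26, 29 and 30 nt were MT and those of 24 nt or shorter were NUMT.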

All these sequences, which are processed by 3' shortening and binding to PIWI form what we have called a family of piRNAs. Evaluating the expression values of the corresponding identified sequences, no significant changes were detected among the samples, which strongly suggests that this pattern could be constitutive and not dependent on the cell type, sex, or developmental stage.

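Reads of the family were 219 ± 215 rpm (SD, n = 6) in PGCs and 525 ± 143 rpm (SD, n = 6) in SCs, a log2 difference of 1.73 (exact permutation test with a pseudocount of 1 rpm, p = 0.0173, adjusted p = 0.0390). SCs were higher in 5 of the 6 pairs of the same sex and day, and lower in the females of 11.5 dpc. With permutation within these pairs the p was 0.0625. The same reads, summed as the D-loop in reverse orientation, did not pass the adjusted threshold between SCs and PGCs in edgeR's test of features. Without PGC11F they passed (log2 2.21, adjusted p = 0.0187 from edgeR), and in no other fit with 1 sample left out. Female samples had 400.1 ± 281 rpm and male samples 344 ± 206 rpm (SD, n = 6 each), with an exact permutation p of 0.790, and the direction on the log2 scale (0.19) was opposite to that of the means. Means by day were 429 ± 208 rpm at 11.5 dpc, 325 ± 238 rpm at 12.5 dpc and 361 ± 313 rpm at 13.5 dpc (SD, n = 4 each; exact permutation test, p = 0.703). Members under 10 CPM in a sample count as 0 reads, and most members were listed in fewer PGC than SC samples. The log2 difference of the family thus includes the effect of the cut-off and is no measure of the fold. The 20-nt member, listed in all 12 samples, had 2074 reads in PGCs and 4438 reads in SCs (log2 1.45, standard error 0.72, adjusted p = 0.530 from edgeR).

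**Figure D2:**
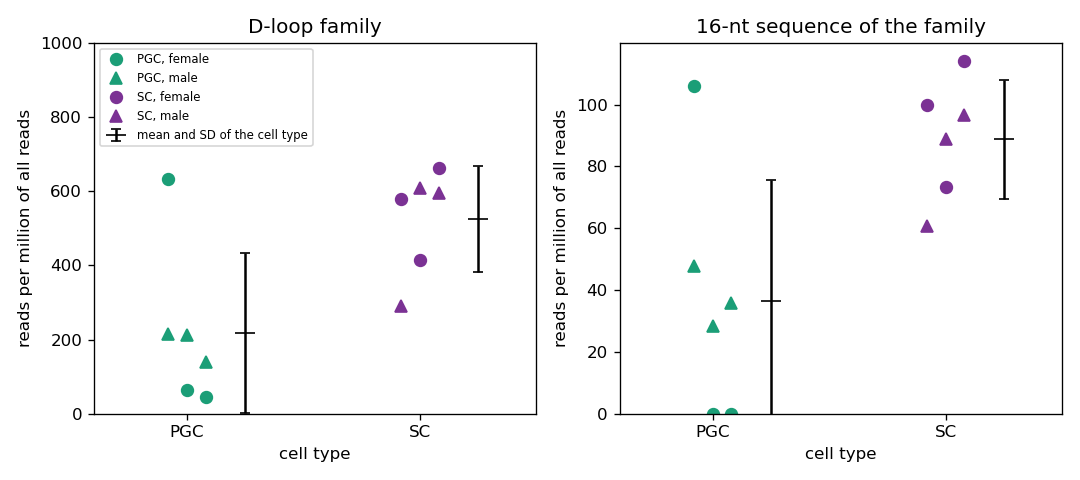
Abundance in rpm (y axis) of the 13 sequences of the D-loop family together (left) and of its 16-nt member alone (right), by cell type (x axis). Each point is 1 sample, with shape for the sex, and the black marks give the mean and SD of the 6 samples of a cell type; on the left the SC samples lie between 289 and 662 rpm, and the highest PGC sample, at 634 rpm, is the female one of 11.5 dpc.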

**Figure 3:**
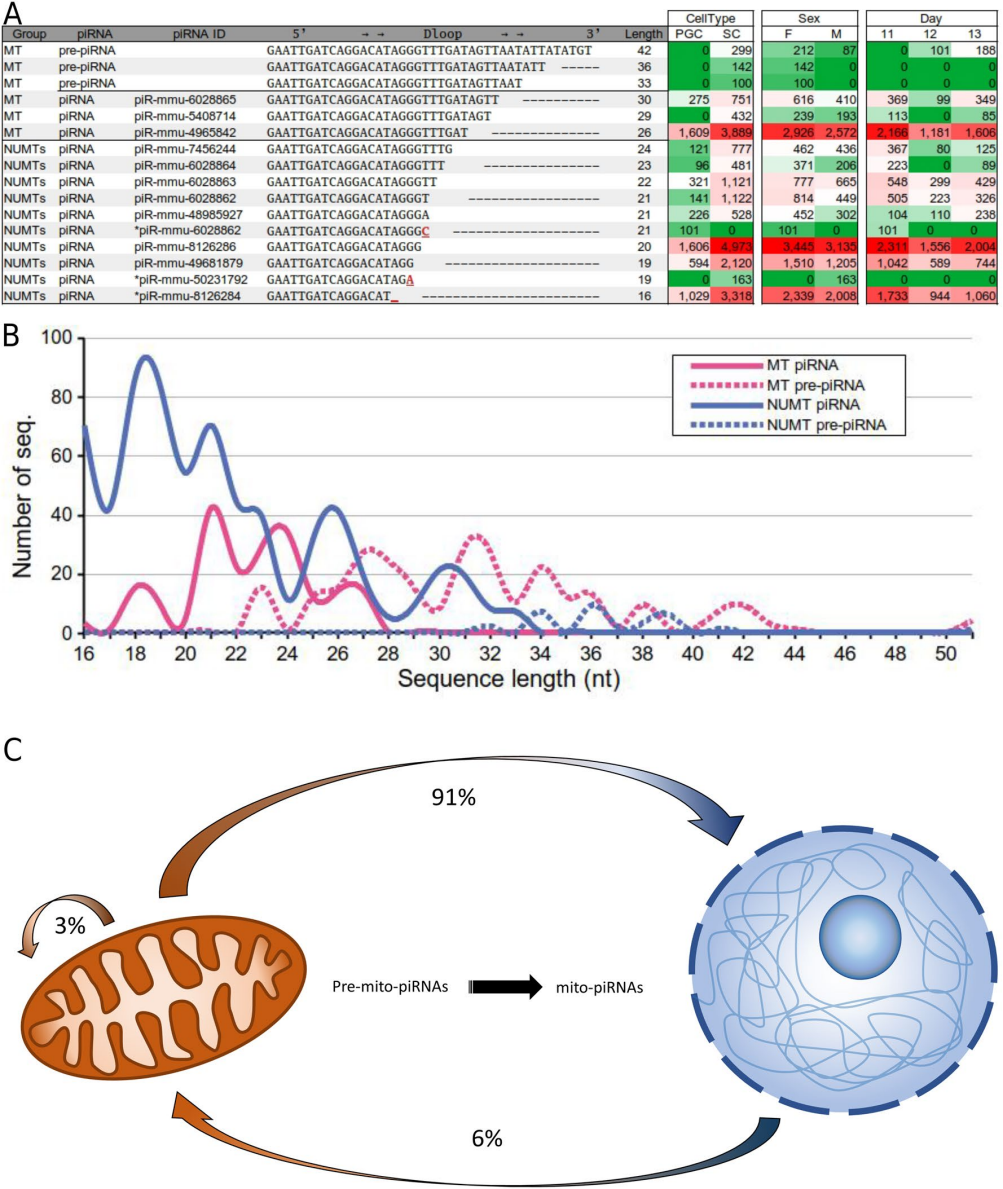
(**A**) Example of a family of mito-piRNAs matching pre-piRNAs exclusively in one region of the mitochondrial D-loop (mtDNA 16,121 to 16,189), where they are mapping multiple mito-piRNAs. The annotation column was added to show the sequence’s matching piRNA ID, and when multiple piRNAs are matched (with the allowed 1 mismatch), an “*” is added before the ID. The expression values are indicated in the attached table, sorted by cell type, sex, and day of development (marked from low, in green, to high, in red). (**B)** Distribution of mito-piRNAs and the corresponding pre-piRNAs in relation to sequence length mapping classified as MT or NUMT. (**C)** Illustration of expected proportion of mito-nuclear communication mediated by mito-piRNAs in retrograde, anterograde, or self-regulation pathways. The proportions were calculated as the percentages of total detected mitochondrial piRNA families (considering the detected genomic origin of each pre-piRNA and the potential target and were based on sequence complementarity of processed piRNA).

Globally, comparing the distribution of sequence lengths in both MTs and NUMTs in relation to their expression levels, we observe a clear difference in the proportion of exclusively mitochondrial (MT) pre-piRNAs, while NUMT piRNAs are mostly of the mature piRNA type (Fig. 3B).

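In each sample, the mean length of the MT sequences was compared with that of the NUMT sequences, each sequence counted once. The mean over the samples was 28.4 ± 0.83 nt for MT and 21.0 ± 0.48 nt for NUMT sequences (SD, n = 12). The MT sequences were longer by 7.41 nt on average and in 12 of 12 samples (exact sign-flip permutation test, p = 0.000488, the smallest that 12 samples allow; adjusted p = 0.00440). MT sequences were 19 to 35 nt long with a median of 27 nt, and NUMT sequences 16 to 33 nt with a median of 19 nt. Over the 12 samples, the MT length with the most sequences was 29 nt (42 listings). Length and class are not independent measures: a nuclear match with up to 1 mismatch was found for 86.0% of mtDNA windows of 16 to 19 nt with their bases shuffled, for 13.75% of those of 20 to 23 nt and for 0.0% of those of 24 to 35 nt. The counts cover sequences that match the piRNA-IPdb and so do not include the pre-piRNAs of Fig. 3B. From the matching of the pre-piRNAs and piRNAs of each family as MT or NUMT, the paper proposes that communication by mito-piRNAs runs mostly from the mitochondria to the nucleus.

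**Figure D3:**
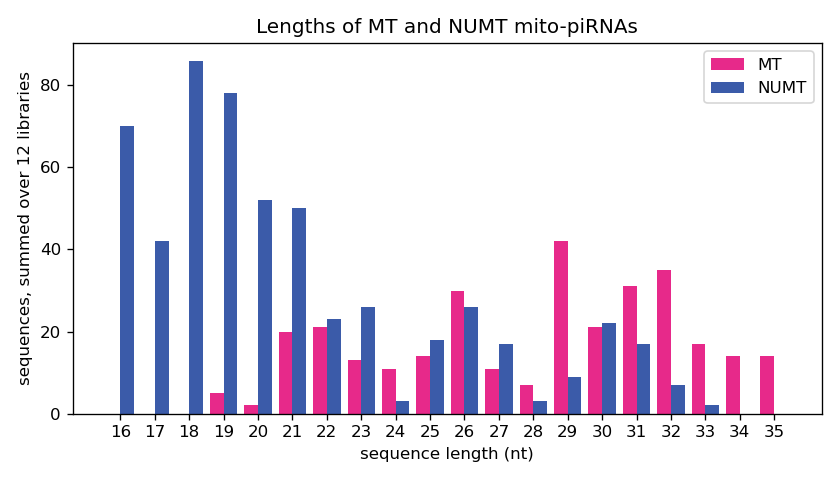
Number of sequence listings over the 12 samples (y axis) by sequence length in nt (x axis) for sequences classed by the search as MT or NUMT. A sequence is counted once for each sample that lists it; NUMT sequences lie between 16 and 33 nt and MT sequences between 19 and 35 nt.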

As a consequence of this analysis, evaluating the pooled data of all the cell samples, it is possible to suggest that, at least in gonadal mouse cells (PGCs and SCs), the piRNA-mediated communication is mostly of the retrograde type; that is, from pre-piRNAs generated in the mitochondria, with potential regulatory action on the nuclear genome level. The minority anterograde type of regulation, from the nucleus to the mitochondria, is illustrated in Fig. 3C. 

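Reads of the 4 groups of sequences at tRNA-SerGCT, at each end of the 16S rRNA and in the D-loop were counted in every one of the 12 samples. From position 11613, tRNA-SerGCT had 30 sequences with 152814 reads. The abundance of tRNA-SerGCT ranged from 820.3 rpm in PGC12F to 7028 rpm in SC13M, and that of the 16S rRNA from 689 rpm in SC12F to 4155 rpm in PGC13M.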

In most of the samples, there are at least three families of conserved piRNAs, corresponding to the regions: tRNA-SerGCT; 16S rRNA (at both ends); and D-loop.

### mito-piRNA and miRNA duality

By comparatively analyzing all sequences, we have detected a group of mito-piRNAs that show a dual matching with miRNAs in the corresponding database. In order to establish this possible duality of sequences identifiable as piRNAs and, at the same time, as miRNAs, we first assessed this situation in the set of all sncRNAs in the various samples of our study (Fig. 4A). The ratio of piRNAs to miRNAs is clearly higher, as expected, given that piRNAs are the most abundant class of sncRNAs^53^. Interestingly, in addition to the proportional increase of miRNAs in SCs with respect to PGCs, those sequences that can be categorized as both miRNAs and piRNAs are also much more abundant in SCs (Fig. 4A). However, no miRNAs were identified as mitochondria specific (Table 1 and Fig. 4B), and those considered to have dual mito-miRNA/mito-piRNA characteristics were very scarce (Fig. 4B). Such dual potential suggests that some of miRNAs might also bind PIWI proteins.

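The counts were not searched against miRBase. The sequence that Fig. 4C gives as both a miRNA and a piRNA is the 16-nt GAATTGATCAGGACAT at positions 16173 to 16188 of the mtDNA on the reverse strand. Its 4274 reads in 10 samples were 0.915% of the mitochondrial small-RNA reads of Table 1 and 1.06% of the mito-piRNA reads. It was classed as NUMT. In 11 of 12 samples its reads equalled the NUMT miRNA reads of Table 1. In PGC11M it had 232 reads, where Table 1 gives 2 sequences with 316 reads, and the further sequence was not identified.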

**Figure 4:**
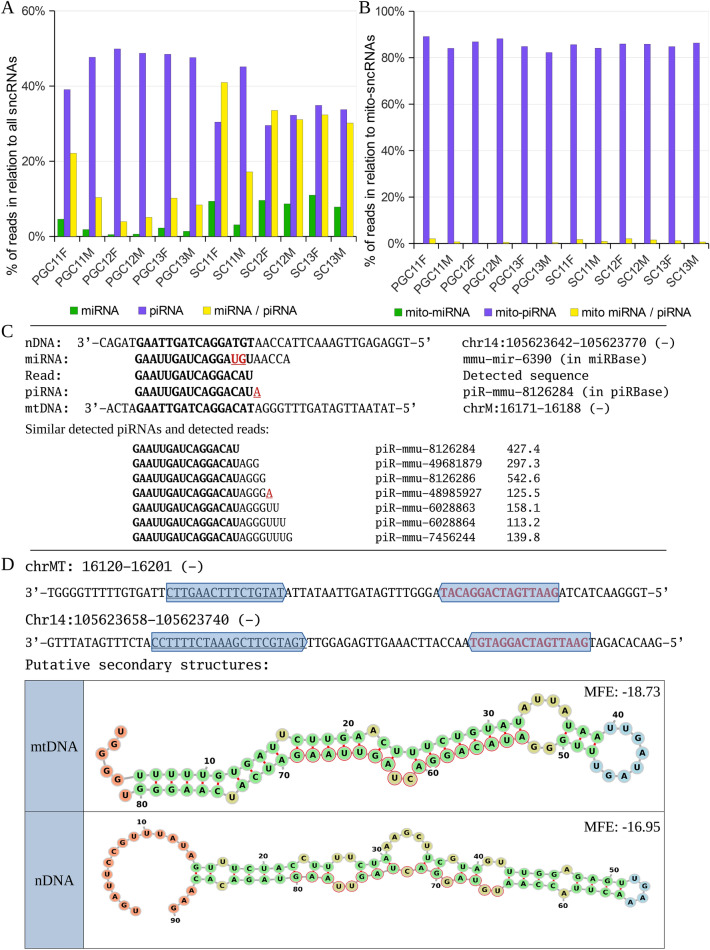
(**A**) Distribution of miRNAs, piRNAs, and dual miRNA/piRNAs in the samples analyzed from both germ (PGCs) and somatic cells (SCs) from the total of sequenced sncRNAs. (**B**) The same distribution corresponding only to the mito-sncRNAs. (**C**) Mapping of mmu-mir-6390/piR-mmu-8126284 and other related mito-piRNAs in both nuclear and mitochondrial genomes. The read counts are expressed as means between all samples. (**D**) Potential secondary RNA structure of the region containing mmu-mir-6390/piR-mmu-8126284 sequences. The Minimum Free Energy (MFE) is expressed in kcal/mol and calculated by RNAfold software with custom parameters.

To verify the putative biogenesis of this dual situation, we evaluated the genomic sequences around the each specific mito-miRNA/mito-piRNA to detect the structure necessary to generate a classical pri-miRNA and pre-miRNA with a putative double-strand region as a biogenic hallmark. Although having very limited representation as mito-miRNAs/mito-piRNAs, the most frequent sequence detected corresponds to mmu-mir-6390/piR-mmu-8126284 (as well as other piRNAs with a wide level of matching in the mitochondrial genome) (Fig. 4C). 

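Reads of the sequence shared by mmu-mir-6390 and piR-mmu-8126284 were listed in 4 of 6 PGC samples and in 6 of 6 SC samples. The mean was 36.3 ± 39.2 rpm (SD, n = 6) in PGCs and 88.9 ± 19.3 rpm (SD, n = 6) in SCs (exact permutation test on log2 rpm with a pseudocount of 1 rpm, p = 0.0152, adjusted p = 0.0390). SCs were higher in 5 of the 6 pairs of the same sex and day, and with permutation within the pairs the p was 0.0625. The sequence is a member of the D-loop family, so its test shares reads with that of the family. No fold is given, since in PGC12F and PGC13F the sequence was not listed. In PGC13F the 3' ends of reads differed from those of the other samples, which bears on a sequence of fixed length. Without PGC13F the exact permutation p was 0.0173. Where it was listed, its mean was 427.4 reads per sample. The 19-nt sequence GAATTGATCAGGACATAGG, with the same 5' end, had a mean of 297.3 reads in the 9 samples that listed it.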

By analyzing its potential biogenesis on the basis of the sequences that match the nuclear and mitochondrial genomes, we have detected that both situations are possible. That is, this miRNA and this piRNA can be generated from either genome, mitochondrial or nuclear. However, the identification of similar sequences of other piRNAs matching better with the mitochondrial genome (Fig. 4C) would suggest that the piRNAs would be of mitochondrial origin and the miRNA from one or the other genome, as could be determined on the basis of the stability of the secondary structure after transcription from either the nuclear or the mitochondrial genome (Fig. 4D). 

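The 16-nt sequence shared by the miRNA and the piRNA was the only member of its D-loop family with an exact match in the nuclear chromosomes. The members of 19 and 20 nt that match the mtDNA exactly, GAATTGATCAGGACATAGG and GAATTGATCAGGACATAGGG, had 1 nuclear match each, with 1 mismatch. The members of 22, 23 and 24 nt, with 1423, 566 and 839 reads, matched the mtDNA exactly and had no nuclear match with up to 1 mismatch.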

Interestingly, mmu-mir-6390 is highly expressed in mouse embryonic gonads (MGI database: http://www.informatics.jax.org/).

## Discussion

piRNAs are not only the most abundant class of sncRNAs, but probably the most complex, both in their biogenesis and in their potential multiple functional roles^54,55^. It is now evident that the presence and activity of piRNAs is not unique to the germline^56,57^. Their expression patterns and activity in various animals are also being considered as key elements in these functions. We and others have previously characterized mito-piRNAs in diverse germ cells^12,38^; however, these mito-piRNAs are not exclusive to the germ cell line since their presence in somatic cells has also been described^33^. Mitochondria had been associated with piRNAs initially because of the presence of proteins in the mitochondrial membrane involved in piRNA biogenesis^47,49,50,58–60^. However, the dynamics of piRNA biogenesis and its association with the mitochondrial genome, as well as the action of piRNAs in mitochondria, have not been fully established. With NGS of small RNAs and bioinformatic analysis, we were able to show some aspects of both biogenesis, potential function, and piRNA-mediated mito-nuclear communication. For a comparative analysis, we have analyzed, as a model, the two cell types, somatic and germ cells, during early gonad development in a key period for male and female germ line differentiation.

The feature and bias of uridine as the first nucleotide of piRNAs (1U) was generally associated with activity against transposable elements (TEs) and amplification through the "ping-pong" mechanism. Nevertheless, our data for mito-piRNAs do not indicate such a bias. The mitochondrial genome lacks elements properly considered as transposons, and consequently, this feature would not be expected. Nevertheless, a bias toward adenine as the first nucleotide is evident in the mito-piRNAs. This characteristic of mito-piRNAs, which we have already detected previously in other cell types, including spermatogonia cells, spermatozoa, oocytes, and zygotes, suggests that the functionality and biogenesis of the mito-piRNAs identified in these cell types, and putatively in other cells, may have different relations than those classically established to interactions with TEs and the "ping-pong" pathway^61^. On the other hand, it has been demonstrated that the feature of 10A in secondary piRNAs, after amplification by the ping-pong pathway is not a direct consequence of the presence of uridine in position 1 of the primary piRNAs but is a consequence of the preference of the PIWI protein, which in the case of MILI, is adenine in the target molecule, which has a binding pocket in its structure that best accommodates adenine in position 1^62^. It has also been recently proposed that PIWI proteins discriminate against RNA molecules with first nucleotide C or G, with a preference for A/U-richness of piRNA precursors^63^. This suggests that the characteristics of different types of piRNAs might be associated with their functional mechanism of action. The peculiar feature of 1A bias in mito-piRNAs should be verified in other cell types.

The association of piRNAs with both tRNAs (or tRFs) and rRNAs in germ cells has been previously reported^30,64^. The generation of tRFs as a consequence of the processing of mature or premature tRNAs^65,66^ is currently considered a mechanism of regulation, not a simple product of degradation^43^. Given the profusion of genes and pseudogenes coding for tRNAs and rRNAs and their evolution, in some cases, to repetitive elements and TEs coding in the genome of vertebrates^67^, the existence of piRNAs associated with them is not surprising. The involvement of tRFs in cellular processes is now generating emerging interest both in differentiation and development and in pathogenesis^18,41^. The mitochondrial genome contains coding sequences for key functional tRNAs. The identification in all samples of mito-piRNAs matching tRNA sequences in the mitochondrial genome, especially tRNA-Ser (forward sense) (Fig. 2), suggests a differential function of the tRNA-associated mito-piRNAs that merits further investigation. Considering that we have identified piRNAs as those RNAs bound to PIWI proteins, we do not agree that some of such molecules, including those that match with tRNA sequences, should be considered as artifactual contaminants of some databases^68^. In fact, in humans, piRNAs derived from tRNAs (bound to the human PIWI orthologue *HIWI2*) are detected both in somatic cells and in testis^42^. Likewise, the abundance of mito-piRNAs associated with rRNAs is a clearly remarkable feature. We could consider that both types of molecules, tRNAs and rRNAs, are key in the regulation of mitochondrial transcriptional activity. The participation of PIWI proteins and piRNAs in translation control have been remarked, in other studies, in both germline^38, 69–71^ and somatic cells^42^ and, more recently, in our previous analyses of non-mitochondrial piRNAs in these gonadal cell types^64^. Unfortunately, some recent reports, looking for piRNAs as biomarkers for specific pathologies, such as invasive breast cancer, remove mitochondrial and tRNA-associated sequences from the analysis^10^. As we show in the present study, piRNAs associated with such other sncRNAs (tRNAs and rRNAs) can expand our understanding of the role of piRNAs in such pathologies.

The mito-piRNAs can target the chromatin from which they are derived, perhaps, involved in such functions as opening the chromatin structure, as has been suggested for other types of sncRNAs detected in *C. elegans*, called 21U-RNAs, which in fact, have clear piRNA characteristics^72^. It is interesting to note that the mitochondrial region within the D-loop, where we have detected high concentrations of matching mito-piRNAs, corresponds to the initiation region of mitochondrial DNA transcription of the heavy and light chains (H and L-strains), as well as the origin of heavy chain replication (O_H_-strand)^3^. This strongly suggests that such mito-piRNAs generated through pre-piRNAs, as we have identified as a family of piRNAs (Fig. 3), would constitute a specific mechanism of transcriptional and replication regulation of the mitochondrial genome^30^, probably through the generation of an R-loop, with the inclusion of such piRNAs in the structure of DNA-RNA as was reported in early studies^73^. The participation of RNAs in regulation by binding to DNA by invading its double helix, not only in replicative intermediates, where the RNA primes or templates of DNA synthesis, have already been pointed out some time ago^74^. In fact, recent experiments demonstrate that some proteins, such SOX2 (participating in pluripotency reprogramming activity), associate with RNA and DNA simultaneously forming RNA/Sox2/DNA complexes^75^. Perhaps, the participation of piRNAs in the mitochondrial D-loop may be a good example of it.

Different noncoding RNAs have been reported to mediate bidirectional crosstalk and gene regulation between mitochondria and nucleus and vice versa^76–79^. This also includes some tRNA fragments^78^, which are very well represented in the piRNA sequences reported here. Crosstalk between mitochondria and nucleus can be mediated by specific proteins and ncRNAs^77,80–82^. Based on the classification and analysis of mito-piRNA families and their matching as MT or NUMT (see Methods), we can infer that the communication between mitochondria and the nucleus, piRNA-mediated, is mainly of the retrograde type (Fig. 3), which could be involved in special pathological processes^83^. The rationale for the interpretation of this process is based on the fact that the detection of long sncRNA molecules detected via NGS (considering the evaluation of sequences up to 75 nt in length), which although they did not align with sequences from the piRNA-IPdb, did match with the mitochondrial or nuclear genome. The existence of sequences shortened at the 3' end and considered as piRNAs in the piRNA-IPdb strongly suggested that those longer sequences would be precursors of the piRNAs (pre-piRNAs) matching in the mitochondrial and/or nuclear genome.

It is accepted that NUMTs are a consequence of mtDNA fragments integrated into the nuclear genome^84^. Analysis of the characteristics of NUMT sequences does not indicate the possibility that RNA elements such piRNAs could generate the integration of the sequences into nuclear DNA as NUMTs by cDNA intermediates^85^. Therefore, MT mito-piRNAs would not be the origin of NUMTs. Interestingly, it is controversial whether the D-loop region of the mitochondria, which is rich in mapped mito-piRNAs, is hardly represented in the nucleus as NUMTs^86,87^ or whether it is highly represented^88^. In any case, mitochondrial DNA fragments, integrated into nuclear DNA as NUMTs, could act on mitochondrial DNA or on their corresponding transcripts, modulating them in an anterograde mito-piRNA-mediated manner. These mechanisms could have important roles in pathogenesis (e.g., cancer)^85^. The fact of detecting pre-piRNAs not bound to Piwi but with 5' regions identical to piRNAs considered mature and bound to Piwi could be due to either: a) pre-piRNAs not being detected in the Piwi immunoprecipitation database (piRNA-IPdb) because, in most of the datasets, piRNAs longer than those considered of canonical length are not included; or b) such pre-piRNAs not having yet bound to Piwi proteins. In any case, the existence of such piRNA families can be considered a good marker to evaluate the origin and possible fate of mature piRNAs and, consequently, anterograde or retrograde signaling, mediated by mito-piRNAs, on mitochondria.

We have detected a clear example of such a family of mito-piRNAs in the mitochondrial D-loop region (Fig. 3). An interesting and recent report, supporting the existence of such mito-piRNA families and their importance in the retrograde regulation of the mitochondrial D-loop region, is the identification of an mtDNA-encoded ncRNA previously known as miR-805, which is differentially expressed in alveolar epithelial type II (AETII) cells and increased in the lungs of mice exposed to cigarette smoke. Such mito-ncR-805 with an RNA sequence of 70 bp, corresponds with a specific mitochondrial region MT (16,188–16,119)^31^. The mito-pre-piRNAs and all the family of piRNAs identified in our samples mapping in the D-loop region (Fig. 3A) share the same sequence from the 5' terminus of the mito-ncR-805 (Supplementary Fig. 3). This indicates that these biogenic pathways, at least in the D-loop, are not restricted to gonadal cells and could have a wide functional impact.

The potential interaction between mitochondria, piRNAs, and nucleus has some cytological and molecular manifestations. In germ cells, mitochondria are usually located in groups associated with granular structures, termed "nuage"^89^ or "intermitochondrial cement,"^90^ which are particularly enriched in piRNAs and proteins associated with the piRNA pathway^89^ and frequently found in close proximity to the nuclear pores^91^. Provocatively, these structures might suggest some communication with the nucleus, potentially piRNA-mediated. On the other hand, outer mitochondrial membrane and nuage agglutinate multiple elements of the primary piRNA biogenesis pathway, such as the proteins MITOPLD^91^**,** MVH^92^, and TDRKH^93^, associated with PNLDC1^55,56,94^ and MOV10L1. Specifically, MOV10L1 binds and unwinds piRNA precursors to generate piRNA precursor intermediates and mature piRNAs^95,96^.

The existence of sncRNAs with dual potential functions, such as miRNAs or piRNAs, although not substantial in number of sequences detected, is an observation to be considered functionally in the future. The mito-piRNAs might target the chromatin from which they are derived, perhaps, involved in such functions as opening the chromatin structure, as has been suggested for other types of non-canonical sncRNAs, such as 21U-RNAs, detected in *C. elegans*, which are not fully classified as miRNAs, but have clear piRNA characteristics^72^. An example of this potential dual scenario would be the sequence known as mmu-mir-6390/piR-mmu-8126284, whose duality can also be associated with its genomic origin, both in mouse chromosome 14 and in the mitochondrial genome. This miRNA/piRNA arises from hairpins characteristic of miRNA precursors (Fig. 4). However, the piRNA-IPdb identifies it as a piRNA and the mirBase as a miRNA. The existence of other mito-piRNAs mapping to the mitochondrial genome seems to favor piRNA functionality, but the other option cannot be ruled out. It is tempting to speculate that the potential duality of some sncRNAs could be related to the ratio or abundance of AGO proteins involved in the miRNA pathway *versus* PIWI involved in the piRNA pathway, in a competitive way as different AGO proteins compete for miRNAs^97^. However, the relatively high abundance of dual miRNA/piRNA in the analysis of all sncRNAs, not specific for mitochondrial sequences (Fig. 4A), could have an alternative explanation. This could be a consequence of erroneous ascription of piRNA sequences as miRNAs in the miRBase (i.e., miRNAs that have not been curated by functional assays) or miRNAs that have been erroneously integrated into the piRNA databases. Consequently, in all cases of possible miRNA/piRNA duality, analysis of the potential pre-miRNA structure should be carried out. Functional assays will, in the future, give a definite answer to this dynamic interaction between piRNAs and miRNAs.

In previous studies, we had reported the existence of differences in embryonic gonads depending on the cell type, both for miRNAs^98^ and for piRNAs^64^ However, specifically for mito-piRNAs, the comparative data between the different samples analyzed indicate that no significant differences dependent on sex, developmental stage or cell type (PGCs or SCs) are significatively detectable. Consequently, we can hypothesize that the characteristics reported here of mito-piRNAs may be independent of cell type or developmental stage, at least in mouse embryonic cells. It will be interesting to evaluate whether they are maintained in other cell types or could be molecular biomarkers of pathogenesis, especially in diseases related to mitochondrial activity.

## Methods

### Biological samples

Pregnant *Mus musculus* of the CD1 strain were used for us to dissect the gonads from embryos at 11.5, 12.5, and 13.5 dpc, following the protocols and animal care as described in Fernandez-Perez et al.^98^ All procedures relating to the care and handling of the mice were carried out in the CIB-CSIC bioterium under specific pathogen-free (SPF), temperature (22 °C ± 1 °C), and humidity-controlled (50%–55%) conditions. All animals were housed on 12-h light–dark cycles with ad libitum access to food and water.

Male and female gonads were processed independently. The gonadal sex at 11.5 and 12.5 dpc were identified by PCR in each embryo from somatic tissues, using primers to the genes *Sry* and *Jarid1d* (a single band for XX and a double band for XY were detected); at 13.5 dpc, gonadal sex was morphologically identified. PGCs and SCs were purified and separately collected by paramagnetic procedures as indicated in Fernandez-Perez et al.^98^ Briefly, the whole gonads were trypsinized and incubated with specific PGC antibodies (anti-CD15, Miltenyi Biotec) bound to paramagnetic microbeads. The cells were passed through a magnetic column and the purity checked by PGC-specific staining with As-MX/FAST-RED (Sigma-Aldrich) on both fractions. No samples under 95% purity were used. Groups of about 80 embryo gonads from about 10 pregnant mice were used in each cell-separation procedure.

### RNA isolation and small RNA sequencing

The embryonic gonads of the offspring of at least four pregnant mice of each situation were pooled to obtain enough RNA for sequencing. Total RNAs were purified by TRIzol Reagent (Invitrogen) following the manufacturer’s instructions. RNA concentrations and quality were measured on an ND-1000 spectrophotometer (NanoDrop) and in a 2100 Bioanalyzer (Agilent), respectively. In all RNA used, the RIN value of RNA integrity was over 8. To select small RNAs for sequencing, total RNAs were fractioned by electrophoresis in acrylamide gels to isolate fractions under 200 nt as a standard protocol, followed by commercial sequencing for the NGS process (BGI, China) using the current small RNA sequencing procedure. The 12 different samples were sequenced using at least 1 µg of total pooled RNA. After adapter ligations the RNA molecules followed by reverse transcription; MiSeq Sequencing System (Illumina) was used in single-end mode, with a read length of 75 bp and an average depth of 10 M reads (Supp. Figure 4).

### Bioinformatic analyses

The bioinformatic workflow is summarized in Supplementary Fig. 4. After analysis of the quality of the sequence data and filtering those sequences with low expression level to focus the results on the most representative sequences (those under 10 counts per million reads), two successive classification procedures were performed—by genome mapping and by sncRNA identification—to finally assess the characteristics of the detected mito-piRNA molecules.

### Sequencing quality assessment

The raw sequences obtained from short RNA sequencing were trimmed to eliminate the used adapter sequences (provided by the sequencing facility), discarding sequences under 28 Phred score, using Trim Galore custom script in version 0.4.1 with parameters: “-f fastq -e 0.1 -q 28 -O 1 -a AGATCGGAAGAGC” (www.bioinformatics.babraham.ac.uk/projects/trim_galore). The trimmed sequences’ quality was assessed by FastQC software (www.bioinformatics.babraham.ac.uk/projects/fastqc), ensuring the correct processing of the trimming. Clean sequences were collapsed using the FASTX-Toolkit suite (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Additionally, to enrich the most representative sequences, all the sequences under 10 counts per million (CPM) were discarded, which is more restrictive, by one order of magnitude, than those considered in previous studies^99,100^. That is, 10 CPM were equivalent to 66–105 reads per sequence, depending on the total reads in each sample.

### Sequence annotation

The sequences were classified by both genome mapping and by sncRNA identification. As the first aim was to identify those sequences associated with any mitochondrial feature, we mapped all sequences that match exclusively in the mitochondrial genome (MT) or in the mitochondria but also in the nuclear genome (nuclear-mitochondrial sequences or NUMT). For this purpose, sequences were aligned using Bowtie v1.3 with two independent databases: the nuclear DNA (nDNA) GRCm39/mm39 database (www.ncbi.nlm.nih.gov/assembly/GCF_000001635.27) and the actual gold standard of mouse mitochondrial DNA sequence^101^ with GenBank ascension number AY172335 . In both cases, one mismatch between sequence and reference genome was allowed; the additional parameters passed to bowtie were: “-p 7 -v 1 –best –strata -y –chunkmbs 256 –sam”.

By Bowtie aligner, two types of sncRNAs, miRNAs and piRNAs, were identified. Using miRBase version 22.1^102^, allowing two mismatches for miRNAs, and a custom database, to consider only those mouse sequences identified in the piRBase^40^ detected after immunoprecipitation with PIWI proteins; the custom database, called piRNA-IPdb^39^, allowed 1 mismatch for piRNAs. The exact command passed to Bowtie was “-x < Bowtie Index of database > -f < Sample > -p 7 -v < mismatch > –sam-RG map_$mapping –best –strata -y –chunkmbs 256 –sam”. Items between “ <  > ” marks depend on database and/or sample. These parameters ensure the best possible match (–best –strata), avoiding lazy behaviours (*-y*) with extended memory cache (–chunkmbs).

We have considered as piRNA precursors (pre-piRNAs) those sequences detected from total sequences in our NGS approach which show a sequence identical to an identified piRNA at the 5' end but were, however, longer sequences (and not present in the piRNA-IPdb) and mapped entirely to the mitochondrial or nuclear DNA sequence.

### Sequence analysis

First, the mitochondrial mapping and associated features of all mito-piRNAs (NUMTs and MTs), taking as reference the GenBank: AY172335.1, were assessed. NUMTs are nuclear mitochondrial DNA segments integrated during evolution into the nuclear DNA^103,104^. These include tRNAs, rRNAs, OXPHOS machinery genes, and the regulatory D-loop region. In order to search potential dual functions, we have also identified sequences that can be classified as both miRNA (at miRBase) and piRNA (following the mentioned criteria).

### piRNA families

As the existence of groups of piRNAs having the same 5' end but exhibiting variable trimming at the 3' end can be clearly detected in the NGS carried out, we are terming "family" of piRNAs. Those having a common longer RNA precursor (pre-piRNAs) displayed different piRNAs matching at 5' with the pre-piRNA. We used CD-HIT software with a full match between shorter sequences and any 3’ extension (in the pre-piRNA) matching with the corresponding genome sequence. The specific CD-HIT command for piRNA family generation was “cd-hit-est -c 1 -M 0 -sc 1 -sf 1 -d 0 -gap 12 -gap-ext 6”. The concept of a piRNA family is different from the concept of a "cluster," typically ascribed to piRNAs, in which piRNAs with different sequences have widely (20–100 KB) defined loci^105^ transcribing very large precursor RNAs that are processed into primary piRNAs.

### Mito-piRNA mitochondrial-nucleus communication

To investigate the origin of genome-encoding precursors of piRNAs (pre-piRNAs), we analyzed, from total sequences obtained by NGS, those sequences that were longer than those considered as regular piRNAs and were not identified in the piRNA-IPdb database but contained 5' regions with complete homology to piRNAs included in piRNA-IPdb. All mature piRNAs with sequence homology to the specific pre-piRNA but bound to PIWI (referenced by the piRNA-IPdb) were included in the same piRNA "family." The sequences of the corresponding pre-piRNAs were compared with nuclear and mitochondrial DNA to identify in which of the two genomes their coding and transcriptional origin was located (NU, NUMT, or specifically MT). We evaluated the mapping of the identified piRNAs with one or other genome (MT or NUMT), to consequently consider the origin and the potentially fate of the piRNAs: mitochondria to nucleus or vice versa. In order to assess the mitochondrial family communication direction, we count families with at least three different sequences detected, with at least one of each piRNA class (pre-piRNA and mature piRNA) and with at least one of sequences classified as NUMT or MT.

### Ethics

This study was carried out following the Spanish Royal Legislative Decree RD53/2013 for the Care and Use of Laboratory Animals. The protocol was approved by the Committee on the Bioethics of Animal Experiments of the Centro de Investigaciones Biológicas (CSIC) and authorized by the Comunidad Autónoma de Madrid (CAM) (Ref PROEX: 054/15). All the procedures/methods in this research were carried out in accordance with ARRIVE guidelines.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

The RNA-seq raw data and count data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession numbers GSE98713 and GSE179299 for raw and count data, respectively. Other information is available from the corresponding author on reasonable request.

# Supplementary material for: Unraveling mitochondrial piRNAs in mouse embryonic gonadal cells
**Source:** Sci Rep. 2022 Jun 24;12:10730. doi: 10.1038/s41598-022-14414-4
**Supplement:** Supplementary file 5 — Supplementary Information 5.

**Supplementary Figure legends**

**Supplementary Figure 1**. Enrichment of piRNA production per kilobase at nuclear DNA and mitochondrial DNA.

**Supplementary Figure 2**. PCAs showing the lack of sample grouping depending on other variables such as sex (Males vs Females), development day (E11.5 vs E12.5 vs E13.5); and without groups.

**Supplementary Figure 3**. Comparative mapping at the mitochondrial genome in the D-loop region of mito-ncR-805 with sequences detected at our analysis (MT sequences as first track and NUMT sequences as second track). Exact coordinates are mtDNA 16114-16189.

**Supplementary Figure 4**. Workflow chart of the bioinformatic analyses.

How the deposited data were processed for this re-analysis (not part of the article)

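The data are small-RNA sequencing libraries of PGCs and SCs from male and female mouse embryonic gonads at 11.5, 12.5 and 13.5 dpc, 1 library for each of the 12 samples. No condition has a replicate library, and each sample holds the pooled RNA of several litters.

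For each sample the authors deposited raw read counts, 1 count for each unique sequence called a mito-piRNA. The authors trimmed adapters with Trim Galore, collapsed identical reads, discarded sequences under 10 CPM, aligned the rest with Bowtie to nuclear DNA and mtDNA with up to 1 mismatch, and kept those that matched the mtDNA and, with up to 1 mismatch, the piRNA-IPdb. The deposited counts are whole numbers without normalization. Their sum equalled the piRNA reads of Table 1 in 12 of 12 samples. Sequences under 10 CPM, pre-piRNAs and small RNAs that do not match the piRNA-IPdb are not among them, so results on those were not recomputed. Of the miRNAs, only the 16-nt sequence of Fig. 4C, which is also a piRNA, was examined.

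The files together list 204 unique sequences. Each was placed on the mtDNA of GRCm39 (16299 bp) with up to 1 mismatch and assigned to the GENCODE gene that holds most of the match. The region from position 15423 to position 16299 was taken as the D-loop. Orientation was taken relative to the gene's strand. Nuclear matches with up to 1 mismatch on either strand were found by a full scan of the GRCm39 chromosomes. The scan was tested on 60 simulated patterns, all 60 of which were recovered, and checked against a second search that allowed 2 mismatches, which gave the same number of matches for 204 of 204 sequences. A sequence with a nuclear match was classed as NUMT and one without as MT. As a background for these classes, 200 windows of each length were drawn from the mtDNA and searched as they are and with their bases shuffled.

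Abundance was computed as reads per 1000000 total reads of Table 1 (rpm), because a file holds only part of a library. A sequence missing from a file was taken as 0 reads. The lowest count listed in a sample was between 14.6 and 17.8 rpm of the Table 1 total (median 15.8), which is the lowest level that the counts can show. The totals of Table 1 leave out sequences under 10 CPM. This lowest level was 16.98 ± 0.75 rpm in PGCs and 15.17 ± 0.50 rpm in SCs (SD, n = 6 each). The share of reads left out may thus differ between the cell types, which bears on small differences in rpm between them. Intervals given for shares of reads in a single sample are 95% Wilson binomial intervals and cover counting error only.

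Samples were grouped by cell type (6 against 6), sex (6 against 6) and day (4, 4 and 4). Totals, the D-loop family and the 16-nt sequence were compared on log2 rpm (pseudocount of 1 rpm) with two-sided exact permutation tests over all 924 splits for cell type and sex and all 34650 splits for day, where the statistic was F. Lengths of MT and NUMT sequences were compared with an exact sign-flip permutation test over 4096 sign patterns. The p of these 9 comparisons was adjusted by the Benjamini-Hochberg method. They are not independent, since the 16-nt sequence is a member of the D-loop family. The length test is also among them, though length bears on the MT and NUMT classes. The adjusted p of the D-loop family and of the 16-nt sequence between cell types (0.0390 for both) depends on this set. Other sequences and features were tested with edgeR's quasi-likelihood test on counts, with cell type, sex and day as additive factors, library sizes from Table 1, and Benjamini-Hochberg adjustment over the 11 features or the 97 sequences listed in at least 3 samples. The threshold was an adjusted p of 0.05. The edgeR step was tested on simulated data: with 97 sequences, of which 20 were changed 4-fold at a dispersion of 0.1, 100% of the changed sequences were called over 20 data sets, and 3.15% of the calls were unchanged sequences. The simulated counts had no cut-off of 10 CPM, and their dispersion was set and not estimated from the data. This check thus does not give the power of the test in these data. To count calls by chance, 100 splits of the 12 samples into groups of the same sizes, the real split included, were each fitted with a single factor.

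The alternatives tried were other denominators and normalizations (the file totals, edgeR's TMM, DESeq2 with its own size factors), a common cut-off of 25 rpm, other minimums of samples and lengths, missing sequences set to the lowest count of the sample, a pseudocount of 10 rpm, exact matches, other rules for the nuclear match, permutation or blocks within pairs of the same sex and day, and leaving out each sample in turn. Features named in the text are those the paper names in its text or in Fig. 2C. Sequences named are those of Fig. 3A and Fig. 4C, the 5 with the most reads, and for each factor the 5 with the largest log2 fold change among those with an adjusted p under 0.05. Anything outside this rule is marked as chosen after its values were seen. These tests, the alternatives and the rule were set before the data were examined, apart from the alternatives and tests marked as added later.

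The search and the statistics used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.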

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

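In this part, the tests of the bases that follow read ends and of the exchange of samples or mixture of cells were chosen only after the result was seen. A group of 4 or 6 samples was examined for 1 sample lying apart from the others by the gap between it and its nearest neighbor over the range of the group (Dixon's 95% critical values). Of 84 groups examined, 13 had such a sample, where chance gives about 5% of groups. The groups share samples and measures, so these 13 are not independent. With 1 library for each condition, a sample that lies apart cannot be told from its condition.

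The 13.5 dpc male SC sample had 13129 mito-piRNA rpm, against 5009 to 7875 rpm in the other male samples. Its total of 4535372 reads was within the range of the other samples. It had the highest tRNA-SerGCT abundance of the 12 samples, 7028 rpm, while its 16S rRNA abundance, 3965 rpm, was below the highest, 4155 rpm in the 13.5 dpc male PGC sample. No explanation was tested.

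In the D-loop family, the 11.5 dpc female PGC sample had 634 rpm, against 45.5 to 214 rpm in the other PGC samples. The same sample had 80.0% of its sequences and 86.5% of its reads in tRNA or rRNA genes, against 91.5% to 95.1% and 95.8% to 98.7% in the other PGC samples, which is the same D-loop excess seen as a share. Somatic cells in the PGC sample could give it a level in the SC range (289 to 662 rpm). An exchange of the PGC and SC samples of the 11.5 dpc females would not account for the level. The SC sample had 580 rpm, so a PGC sample would still lie in that range. Among the other 10 samples, 6 sequences outside the D-loop were listed in at least 3 of 5 SC samples and in 0 of 5 PGC samples. Of these 6, the female SC sample of 11.5 dpc listed 5 and the PGC sample listed 1, which goes against an exchange of these samples. The 6 sequences all belong to tRNA-SerGCT and are few, so this test alone cannot tell whether there were somatic cells in the PGC sample. The level of the PGC sample was above the 580 rpm of the SC sample of the same sex and day. With 1 library of each, this gap does not exclude a mixture. In Table 1 the nuclear miRNA reads of the PGC sample exceeded those of every other PGC sample and lay within the SC range. This goes with somatic cells, while the methods state a purity of at least 95%. Whether somatic cells raised the level of the PGC sample thus cannot be told. Without this sample, the log2 difference between SCs and PGCs in the family was 2.14, the highest value of those with 1 sample left out. Among the male samples, the 12.5 dpc SC sample had 87.8% of its reads in tRNA or rRNA genes, against 93.9% to 97.2%. No biological explanation was tested for these shares.

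The 11.5 dpc male PGC sample differed from the other 11.5 dpc samples in 2 measures. Its MT sequences were longer than its NUMT sequences by 6.46 nt, against 7.65 to 7.80 nt, and its score on the first component of the PCA was 6.09, against -4.67 to -3.02. It listed 96 sequences, against 55, 61 and 72 in the other samples of that day. Among the 13.5 dpc samples, the male PGC sample had 72.2% of its sequences starting with A, against 62.7% to 63.4%. No explanation was tested for these samples.

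The 13.5 dpc female PGC sample stood apart in the 3' ends of its reads. Of its exact-match reads, 39.3% ended in A (95% Wilson interval 38.8% to 39.8%), against 4.61% to 8.28% in the other PGC samples, 3.01% to 6.17% in the other female samples and 4.53% to 6.17% in the other 13.5 dpc samples. In 28.5% of them the next base of the mtDNA was A (95% Wilson interval 28.0% to 29.0%), against 55.9% to 65.0% in the other PGC samples and 52.1% to 64.3% in the other female samples. The methods give an adapter that starts with A and a minimum overlap of 1 base, with which a final A of a read is removed as adapter. If so, a trimmed read that ends in A should be followed by A in the mtDNA. In 11 of 12 samples, over 90% of the exact-match reads that end in A were followed by A (100.0% in each), and in this sample 19.1% were, while among its reads that end in another base 34.5% were followed by A. Only this sample, 1 of 12, had over 90% of its reads that end in C followed by C (96.0%, from 4 sequences with 2493 reads), against 5.30% to 27.1% in the others. This fits removal of a single A in 11 samples. Reads of this sample that end in another base were followed by C in 49.4% of cases, against 4.91% to 20.0% in the other samples. Removal of a final C in this sample could give these values, but the methods state no adapter that starts with C and 4 sequences carry the test, so this cannot be told. The 3' ends and lengths of that sample are thus not comparable base by base with those of the others.

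Reads appeared in features that the paper does not show. tRNA-Ala in reverse orientation had 1130 reads in 5 samples, with a first base at position 5017, the base after the last base of tRNA-Trp (5016). tRNA-Phe had 133 reads, all in the 13.5 dpc female SC sample. Both were named after their values were seen. There are no control samples, and a sequence is listed only above 10 CPM, so both counts are above the level that the data can show. No explanation was tested.

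For 22 measures, the difference between SCs and PGCs was compared between the sexes, and in none did all pairs of the sexes move in opposite directions.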

How the results depend on the processing

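Alternatives added after the data were seen are marked, and no other test here was chosen only after the result was seen. Over all alternatives other than leaving out a sample, the results set before the data were examined kept their direction and their side of the threshold, or moved by less than their SD, in 84 cases; 12 became weaker, 7 stronger, 8 moved and 3 reversed. Over the fits that each left out 1 sample, these numbers were 228, 24, 6, 0 and 6. The cause of the changes below was not tested.

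Mito-piRNA rpm between the sexes (log2 0.53) became -0.024 (exact permutation p = 0.286) over the mitochondrial small-RNA reads. With permutation within pairs of the same cell type and day it stayed 0.53 with an exact p of 0.0312. Between the days, the exact permutation p of 0.00381 became 0.234 over the mitochondrial small-RNA reads, and lay between 0.00277 and 0.0192 with 1 sample left out. Mito-piRNAs were 82.7% to 91.2% of the mitochondrial small-RNA reads in each sample, so a ratio over those reads is nearly fixed and says little about a change in abundance. Between SCs and PGCs the log2 difference ranged from -0.070 to 0.34, and between the sexes from 0.35 to 0.69, with 1 sample left out.

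The D-loop family difference between SCs and PGCs stayed at log2 1.73 with permutation within pairs (exact permutation p = 0.0625) and ranged from 1.39 to 2.14 with 1 sample left out (p at most 0.0303). Members under 10 CPM count as 0 reads in these values, so the size of the family difference depends on the cut-off. Its difference between the sexes (log2 0.19) became -0.34 over the mito-piRNA reads and -0.11 with missing sequences at the lowest count, and ranged from -0.31 to 0.46 with 1 sample left out. Its p by day ranged from 0.473 to 0.885. The difference in the 16-nt sequence stayed at log2 2.72 with permutation within pairs (exact permutation p = 0.0625), and ranged from 1.97 to 3.32 (p at most 0.0649) with 1 sample left out. These log2 values of the 16-nt sequence depend on the pseudocount, since 2 samples list none.

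The excess length of MT sequences kept its direction and side of the threshold under each alternative run, from 7.28 to 7.49 nt with 1 sample left out. The share of sequences starting with A (65.6%) was 48.8% with each 5' end counted once and 76.5% for sequences in all 12 samples, and the share of reads (78.9%) was 64.8% without the 5' end with the most reads. With 1 sample left out they ranged from 64.9% to 66.4% and from 78.0% to 79.5%. The MT share of reads (25.95%) was 41.2% with exact nuclear matches alone, 38.7% with nuclear matches no worse than the mitochondrial one, 36.9% for sequences of at least 20 nt and 19.1% by the order of the deposited lists, or 16.5% by that order over the mitochondrial small-RNA reads (both chosen after seeing the data). It ranged from 25.0% to 26.8% with 1 sample left out. The shares in tRNA or rRNA genes moved by less than their SD under each alternative run, from 87.2% to 88.5% of sequences and 92.5% to 93.6% of reads with 1 sample left out. The D-loop reverse share and the rRNA forward share were 100.0% throughout.

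For features, the count between SCs and PGCs was 0 (1 at an unadjusted p under 0.05), 2 with DESeq2, and 0 to 1 with 1 sample left out. Between the sexes it was 1, and 0 with features in at least 6 samples (which leaves out tRNA-LeuTAA), with missing sequences at the lowest count, or with exact matches alone, and 0 to 3 with 1 sample left out. tRNA-LeuTAA itself passed in 2 of the 12 fits that left out a sample. Between the days it was 0 (3 at an unadjusted p under 0.05), 1 with features in at least 6 samples or with missing sequences at the lowest count (the 16S rRNA in both), and 0 to 2 with 1 sample left out.

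For sequences, the count between SCs and PGCs was 2, 13 with DESeq2, 1 with file totals as library size or with reads summed per 5' end (chosen after seeing the data), and 0 with TMM, with sequences in at least 6 samples (which leaves out both), with missing sequences at the lowest count, or with the pairs as blocks, and 0 to 2 with 1 sample left out. Between the sexes it was 0 (4 at an unadjusted p under 0.05), 3 with DESeq2 and 1 with reads summed per 5' end (chosen after seeing the data). It was 0 in each fit with 1 sample left out between the sexes and between the days.

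In 2 of 100 splits of the samples, the real split of SCs and PGCs included, 2 or more sequences passed. For features by sex, 9 of 100 splits gave 1 or more. The other counts were 0 in the real split, so 100 of 100 splits reached them: features between SCs and PGCs, features between days, sequences between sexes and sequences between days. Every split, the real one included, was fitted with a single factor. The number of tested sequences limits the simulated check of the edgeR step to 20 changed sequences, and the 10 CPM cut-off limits each comparison to sequences above the lowest listed level of each sample, 14.6 to 17.8 rpm. The simulated check had no such cut-off, so it does not give the power of these comparisons.

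The 12 samples carry no replicate numbers that pair them, so the pairs are those of the same sex and day between cell types, and of the same cell type and day between sexes.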

Differences from the paper's values

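No test in this part was chosen only after the result was seen, and alternatives added after seeing the data are marked.

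MT sequences held 25.95% of the mito-piRNA reads, against the paper's 16.5%. The paper's text gives its value as a share of piRNA reads and its Table 1 as a share of mitochondrial small-RNA reads. Over the latter, a denominator chosen after seeing the values, the share here was 22.4%, within a factor of 1.5 of the paper's. Of the alternatives set before the data were examined, the common cut-off of 25 rpm (24.4%) brought the value within a factor of 1.5 of the paper's, with a gap still larger than the SD over the samples (6.83), and exact nuclear matches alone, nuclear matches no worse than the mitochondrial one, sequences of at least 20 nt and leaving out each sample in turn did not. The class by the order of the deposited lists (19.1%) and nuclear matches with up to 2 mismatches (20.8%), both chosen after seeing the values, brought it within both that SD and that factor. Over the mitochondrial small-RNA reads of Table 1, the class by the order of the lists gave 16.5% as a mean over the samples and 16.49% pooled, also chosen after seeing the values. The class by the order of the lists was cut at the NUMT counts of Table 1. Its closeness to the paper's value was thus fixed in advance and is no separate check.

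Protein-coding genes held 0.333% of the reads, against about 1.6% in the paper's Fig. 2B, read by eye. Pooled over the samples, the one alternative run for this measure, it was 0.377%, which did not close the gap. By number of sequences, pooled over the samples, protein-coding genes held 1.51%, nearer to that panel than the share of reads is.

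The second component of the PCA held 18.6% of the variance, against about 28% in the paper's Fig. 2E, read by eye. Of the alternatives set before the data were examined, a pseudocount of 10 rpm (21.7%), scaled values (24.3%), reads per sequence (26.1%) and file totals as library size (19.9%) each brought it within a factor of 1.5 of the paper's.

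In the paper's legend, Fig. 2A counts sequences and Fig. 2B counts reads. The shares in Fig. 2A are about 48% tRNA and about 45% rRNA, read by eye, and those in Fig. 2B are about 35% tRNA and about 53% rRNA, read by eye. The D-loop holds about 6.4% in Fig. 2A and about 10% in Fig. 2B, read by eye. For protein-coding genes they are about 0.4% in Fig. 2A and about 1.6% in Fig. 2B, read by eye. Pooled over the samples, tRNA genes, rRNA genes, the D-loop and protein-coding genes held 47.9%, 45.4%, 6.32% and 0.377% of the reads, and 35.7%, 52.5%, 10.2% and 1.51% of the sequences, so in all 4 classes the shares of reads here are nearer to Fig. 2A and those of sequences nearer to Fig. 2B.

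The paper states no significant differences by day among mitochondrial sncRNAs, and here the mito-piRNA rpm differed between the days (exact permutation p = 0.00381). The paper's statement follows one on proportions of reads, so the measures may not be alike. As a share of the mitochondrial small-RNA reads, no difference between the days was found here, though that ratio is nearly fixed. The paper states no significant changes in the D-loop family, and here SCs were higher (log2 1.73, exact permutation p = 0.0173, higher in 5 of 6 pairs). The size of this log2 difference depends on the cut-off of 10 CPM. With permutation within the pairs the exact p was 0.0625, and the same reads did not pass in edgeR's test of features (adjusted p = 0.208; from 0.00887 with DESeq2 to 0.790 over its alternatives).

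The paper names tRNA-Met and tRNA-Asp among the tRNA genes with piRNAs, and tRNA-Met as a gene with MT piRNAs alone. Here 0 sequences were assigned to these genes, and the feature with MT sequences alone was tRNA-Gln.

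The paper calls ND3 as differential. In this work ND3 in forward orientation was not called by day (adjusted p = 0.127 from edgeR; from 0.0833 to 0.518 over the other settings that did not call it), and it was called in the fit without the 13.5 dpc male PGC sample (adjusted p = 0.0469 from edgeR). The 4 sequences of ND3 in forward orientation each have 1 mismatch to the reference mtDNA and an exact match on chromosome 1. The paper also calls tRNA-LeuTAA, and its text does not say in which comparison. Here tRNA-LeuTAA was called between the sexes alone (adjusted p = 0.0414 from edgeR; from 0.00601 to 0.293 over its alternatives), and it passed in 2 of the 12 fits that left out a sample.

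In the paper's Fig. 3B the MT piRNAs peak at about 21 nt, read by eye. Here the MT length with the most sequences was 29 nt. The paper's text writes both tRNA-SerCGT and tRNA-SerGCT, and the sequences lie in the gene annotated as tRNA-SerGCT.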

Other observations

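In this part, the tests of the 5' ends, of the mismatched sequences and of the gene ends were chosen only after the result was seen. The tests of shuffled windows were set before it was seen.

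Shorter NUMT than MT sequences may follow from the way the classes are made. With their bases shuffled, 86.0% of mtDNA windows of 16 to 19 nt had a nuclear match with up to 1 mismatch, against 13.75% at 20 to 23 nt and 0.0% at 24 to 35 nt, so at the shortest lengths a nuclear match does not mark a nuclear copy of mtDNA. Nuclear copies of mtDNA are a further source of matches, since 54.4% of unshuffled mtDNA windows of 24 to 35 nt had one. The share of these windows with a match was 60.5% at 24 nt and 45.0% at 35 nt, without a steady fall between. Chance matches do not give this difference, so nuclear copies may also favor shorter NUMT sequences. At the shortest lengths chance matches can make NUMT sequences shorter. A biological cause cannot be told apart from these sources.

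The excess of A as first base was examined with each 5' end counted once. Of 73 distinct 5' ends 58.9% were A, against 36.7% A on the sense strand of the tRNA and rRNA genes. Of 10000 random sets of positions, 0.01% had a share as high. Thus a few 5' ends that carry many sequences may raise the share of A, from 48.8% per sample with each 5' end counted once to 65.6%, but were not all of it. A bias of the processing or of the library preparation was not tested.

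Of the 45 sequences with 1 mismatch to the mtDNA, 10 (22.2%) had an exact match in the nuclear chromosomes, with 9030 reads, 39.9% of the reads of such sequences. For 2 of these, with 6392 reads, the exact match lies in the 18S rRNA, and AAAAGTCGTAACAAGG is the one with 5851 reads. A further 4 of the 10, with 1238 reads, are the sequences of ND3 in forward orientation, whose exact match lies in a gene annotated as a pseudogene on chromosome 1. Fragments of nuclear transcripts could explain these but not most of the 45 sequences. Whether the mtDNA of the CD1 mice differs from the reference at the mismatched bases was not tested. The 4 sequences of ND3 share 1 mismatched base, so whether they come from the pseudogene or the mtDNA cannot be told. In 32 of the 45 the mismatch was the last base, against 2.15 if mismatches were spread evenly over positions. This is consistent with a base added or misread at the 3' end, and these tests cannot tell between the pair.

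Reads that start at the first base or end at the last base of an annotated tRNA or rRNA gene were 85.2% of the reads (98 sequences), against 1.37% for places drawn at random. A candidate explanation is that most of the reads are fragments from the ends of mature rRNA and tRNA. The test says nothing on whether such fragments bind PIWI proteins.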
